A study of Arabidopsis thaliana with 12 samples.

How the data were processed

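Small RNA libraries were made from leaf total RNA of Arabidopsis thaliana, per the labels' protocols, with 3 libraries in each of 4 groups: wild-type Col-0 and the chr11 chr17 double mutant, each mock-inoculated or inoculated with Turnip crinkle virus (TCV). Reads were processed with cutadapt 2.10 and Bowtie 1.3.1 on the TAIR10 genome, per the submitters' processing notes. The deposited values were counts: one table gives the count of 21 to 22 nt reads per Arabidopsis locus (38194 loci), and the other the count per mature miRNA sequence (309 sequences, 270 of 21 nt and 39 of 22 nt). Each value in both tables was checked to be a whole number of 0 or more. How mismatches, reads with several matching positions, strand and overlapping genes were treated in the counting is not given in the sources used here. Reads of the virus itself are outside both tables and were not analysed here.

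The 12 columns were matched to samples by their names, and groups were taken from the sample labels. Locus identifiers were looked up in the TAIR10.1 reference annotation, in which 37898 loci were found. The other 296 were organellar identifiers. Coordinates are those of TAIR10.1, while the counts were made on TAIR10. All 309 miRNA sequences matched a mature miRNA of that reference exactly, and 39 matched more than 1. Overlap with another annotated gene was found for 10800 loci. Of 27444 nuclear protein-coding loci, 19672 had no overlapping gene. The share of 21-mers of a locus that occur once in the reference genome, on either strand, was computed to find loci with near-identical copies. Replicates within a group were distinct libraries, since their counts differed by more than sampling noise, with chi-square per degree of freedom from 2.32 to 15.95.

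Tests across loci and miRNAs used edgeR 4.0.16 (R 4.3.3): counts were filtered with filterByExpr (minimum count 10, minimum total 15), scaled with TMM, and fitted with 1 mean per group over all 12 libraries by the robust quasi-likelihood method, with Benjamini-Hochberg adjustment at 0.05. The standard error of a log2 fold change was taken as its size over the square root of the F statistic. The common biological coefficient of variation was 0.212 for loci and 0.296 for miRNAs. The contrasts were infection within each genotype, genotype within each treatment, and their interaction, defined as the infection effect in chr11 chr17 minus that in wild type. Averaged effects were contrasts in the same fit. CPM are counts divided by the TMM-scaled library size and multiplied by 1000000. Shares were compared with exact two-sided permutation tests of group means on the log2 scale, either 3 against 3 (20 arrangements, smallest p 0.1) or stratified (400 arrangements, smallest p 0.005), with Benjamini-Hochberg adjustment over 24 pairwise and 18 stratified tests. For the interaction of a share, genotype was permuted within treatment, so the test asks whether the genotypes are exchangeable and has little power where the averaged genotype effect is large. For the list of infection-induced loci, 1 was added to CPM before the log2.

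The smallest and largest totals were 50834 and 474956 for the 21-22-nt table and 8593 and 133258 for miRNAs. Fold changes against a group with 0 counts were computed against a floor of 3 counts over the group, and ratios against 1 to 3 counts have an exact binomial interval at 95%. Floors and intervals cover counting error only, since reads without molecular identifiers are not independent molecules. Sensitivity was tested on simulated data drawn from the real library sizes and from 1 mean per locus pooled over all libraries. In wild-type TCV alone, 200 loci were drawn to change by 2-fold or 4-fold, up and down alike. Most tested loci were left unchanged, while in the data 626 of 792 loci were called for the interaction, so the rates may not carry over. For infection in wild type, 92.9% of the 4-fold and 40.3% of the 2-fold changes were called among 620 tested loci, with 3 false calls of 112. For the interaction, 77.4% and 18.2% were called, with 1 false call of 80. In the miRNA simulation with 75 tested miRNAs, 100% and 66.7% were called for infection in wild type and 80.0% and 44.4% for the interaction, with 0 false calls of 16 and of 12. These percentages rest on 10 miRNAs changed by 4-fold and 9 changed by 2-fold. With no change simulated, 0 loci and 0 miRNAs were called for genotype in mock plants.

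Before the data were examined, the tests, the alternatives and the rule for naming loci were fixed. Interaction tests of the shares and of the ratio of totals were not among the fixed tests. The rule named, for each of the 5 contrasts, the 3 loci with the largest positive and the 3 with the largest negative log2 fold change among those called, with a mean of at least 10 CPM in 1 of the groups compared and no overlap between the groups. For the interaction, the 9 pairwise infection changes had to be without overlap between genotypes. For miRNAs the rule took 2 and 2. CHR11, CHR17, AGO1, NIA1, NIA2, the 8 TAS loci as 1 sum, and miR168, miR162 and miR403 were named whatever their values. AT3G06365, as the locus with most counts, and MIR398c and the mature miR398 sequence, as the copy and the product of MIR398b, were named after their values were seen.

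The alternatives were DESeq2 size factors, the total count and the total of the other table as scalings, no filter on low counts, a filter of at least 10 counts in at least 3 samples, DESeq2 1.42.0, limma-voom (limma 3.58.1), a minimum log2 fold change of 1, the replicate number as a block, the groups compared alone, loci without organellar, TAS, miRNA, tRNA and rRNA loci, and each library left out in turn. Other pseudocounts had been listed for values in a normalised unit and were not applicable to counts. The fits to protein-coding loci without an overlapping gene and the shares of protein-coding loci and pseudogenes were added after the data were seen. Other computations in Python 3.11.15 used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.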

Results

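Small RNAs from Arabidopsis thaliana leaves were sequenced in 12 libraries that fell into 4 groups of 3. The groups combined 2 genotypes, wild-type Col-0 and the chr11 chr17 double mutant, with 2 treatments, mock inoculation and mechanical inoculation with Turnip crinkle virus (TCV), a plant virus with an RNA genome. CHR11 and CHR17 encode chromatin remodelling ATPases of the ISWI type. Plants were 20 days old at inoculation and had grown under 8 h of light and 16 h of dark. Groups are named throughout as the submitters labelled them. One table gave the counts of 21 to 22 nt reads at 38194 Arabidopsis loci, and a second gave the counts of 309 mature miRNA sequences.

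The total 21-22-nt counts of the wild-type mock libraries were 239932, 206175 and 153999. The wild-type TCV libraries held 85895, 114994 and 85992 counts. The chr11 chr17 mock libraries held 50834, 285206 and 270660 counts. The chr11 chr17 TCV libraries held 164362, 474956 and 454175 counts. In the same order, the miRNA totals were 70908, 64301 and 46071 for wild-type mock, 12556, 22192 and 17213 for wild-type TCV, 8593, 49256 and 45733 for chr11 chr17 mock, and 46725, 133258 and 123371 for chr11 chr17 TCV. Of the loci, 13153 had no count in any of the 12 libraries. Loci of miRNA genes held 32.6% of all 21-22-nt counts, protein-coding loci 19.0% and organellar loci 2.39%. The protein-coding locus AT5G14550 alone held 5.50%, with nearly the same counts in each library as MIR398b, the miRNA locus that it overlaps, so these classes share reads. A single locus annotated as misc_RNA, AT3G06365, held 21.6%.

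After removal of loci with low counts, 792 loci with 91.6% of the 21-22-nt counts and 76 miRNAs with 99.7% of the miRNA counts were tested with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment. Libraries of the same group resembled each other most. The mean Pearson correlation of log2 CPM (counts per 1000000 after TMM scaling) across loci within a group lay between 0.938 and 0.967, where loci are not independent replicates. Between groups it was 0.805 for wild-type mock against chr11 chr17 TCV and 0.804 for wild-type TCV against chr11 chr17 mock. It was 0.682 between the treatments of chr11 chr17 and 0.618 between the treatments of wild type. It was 0.570 between the genotypes in mock plants and 0.533 between the genotypes in TCV plants. The miRNA table gave 0.863, 0.848, 0.791, 0.771, 0.716 and 0.669 for the same 6 pairs.

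**Figure D1:**
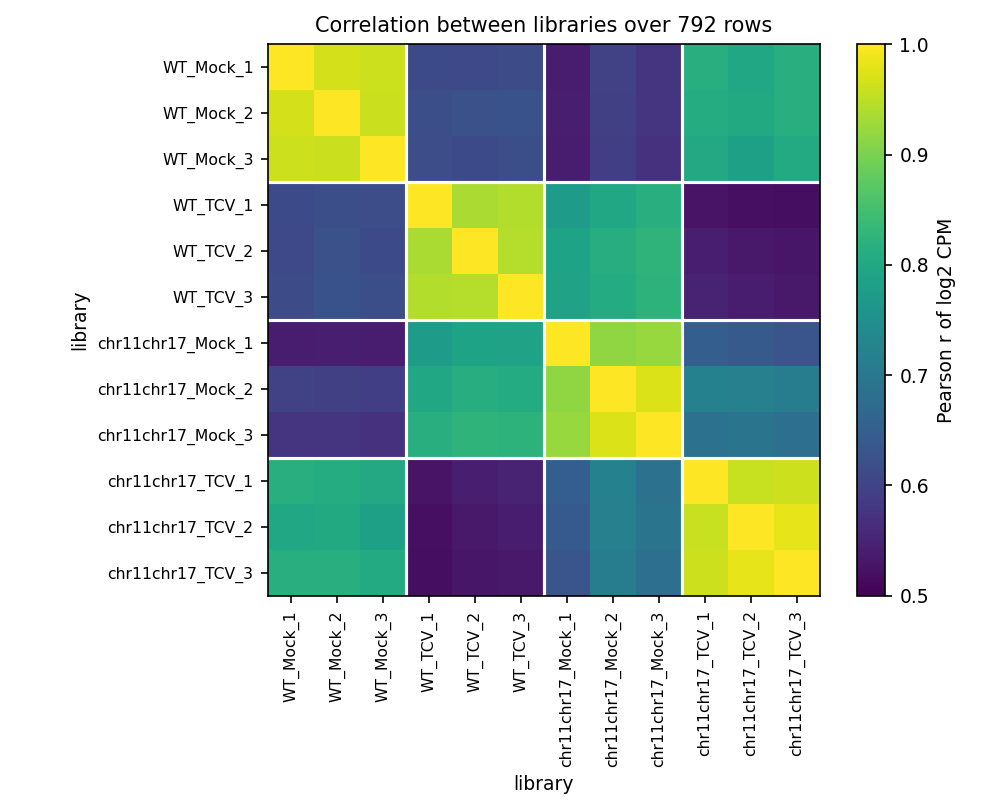
Pearson correlation of log2 CPM across the 792 tested loci for each pair of the 12 libraries, ordered by group (WT, wild type), with colour giving r from 0.5 to 1. The pairs of groups that differ in both genotype and treatment reached mean r of 0.805 and 0.804 in the 21-22-nt table, above the 4 pairs that differ in 1 factor.

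The 2 genes named by the mutant genotype were examined first. At CHR11 (AT3G06400, chromosome 3, 1940907 to 1946980, TAIR10.1), the wild-type mock libraries had 0, 0 and 0 counts and the wild-type TCV libraries 0, 0 and 1. The chr11 chr17 mock libraries had 0, 6 and 5 counts at CHR11, and the chr11 chr17 TCV libraries 0, 9 and 3. CHR17 (AT5G18620, chromosome 5, 6195689 to 6202168) had 0 counts in each of the 6 wild-type libraries, 0, 2 and 0 in chr11 chr17 mock, and 0, 1 and 2 in chr11 chr17 TCV. Small RNA counts at a locus measure neither its transcript nor its disruption, so they do not check the genotype labels. Both loci fell below the filter on low counts and were not tested.

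The effect of infection in wild type asks which loci change their small RNAs when TCV is present and CHR11 and CHR17 are intact. Of the 792 loci, 543 were called, 312 higher and 231 lower in TCV plants. Of the called loci, 505 had a mean of at least 10 CPM in 1 group and no overlap between the 3 libraries of each group. The share of calls that were higher was 57.5% with TMM scaling, 64.3% with DESeq2 size factors, 75.6% with the total count and 90.2% with the miRNA total as library size, but 39.2% without a filter on low counts. The median log2 fold change over all tested loci was 0.21, and those 3 alternatives moved it by 0.312, 0.891 and 1.651. Apart from the fit restricted to protein-coding loci, fitting the 6 wild-type libraries alone moved the number of calls most, to 309 of the 367 loci that then passed the filter.

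The effect of infection in chr11 chr17 asks the same with both remodellers mutated. Of the 792 loci, 594 were called, 259 higher and 335 lower in TCV plants. Non-overlapping groups with at least 10 CPM were found for 538 of these. The share of higher calls was 43.6% with TMM scaling, 43.1% with DESeq2 size factors, 36.0% with the total count and 15.7% with the miRNA total, and the full DESeq2 fit gave 29.9%. Without a filter on low counts it was 53.0%, and over the protein-coding loci without an overlapping gene 50.6%, so the side of the majority depended on the setting. The median log2 fold change was -0.17 and moved by -0.053, -0.25 and -0.949 under the other scalings.

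The infection effects of the 2 genotypes had opposite signs at most loci called in both. Across the 792 loci, the log2 fold changes correlated with Pearson r of -0.76 and Spearman rho of -0.82. With groups at 0 counts set to a floor of 3 counts over the group, which concerned 84 loci, these were -0.80 and -0.83. Over all 25041 loci with a count, Pearson r was weaker, -0.30 without a filter and -0.37 with DESeq2, and 224 and 324 loci called in both genotypes were opposite against 3 and 3. Of 450 loci called in both genotypes, 434 changed in opposite directions and 16 in the same direction, where lists drawn independently would share 207.5 and 199.7. Of the 434 loci, 272 were higher in infected wild type and lower in infected chr11 chr17, and 162 showed the reverse. Opposite against same counts were 430 and 14 with DESeq2 size factors, 412 and 11 with the total count, and 436 and 9 with the miRNA total. Over the 179 tested protein-coding loci without an overlapping gene, a set chosen after the data were seen, r was -0.86 and 124 loci were opposite against 2.

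**Figure D2:**
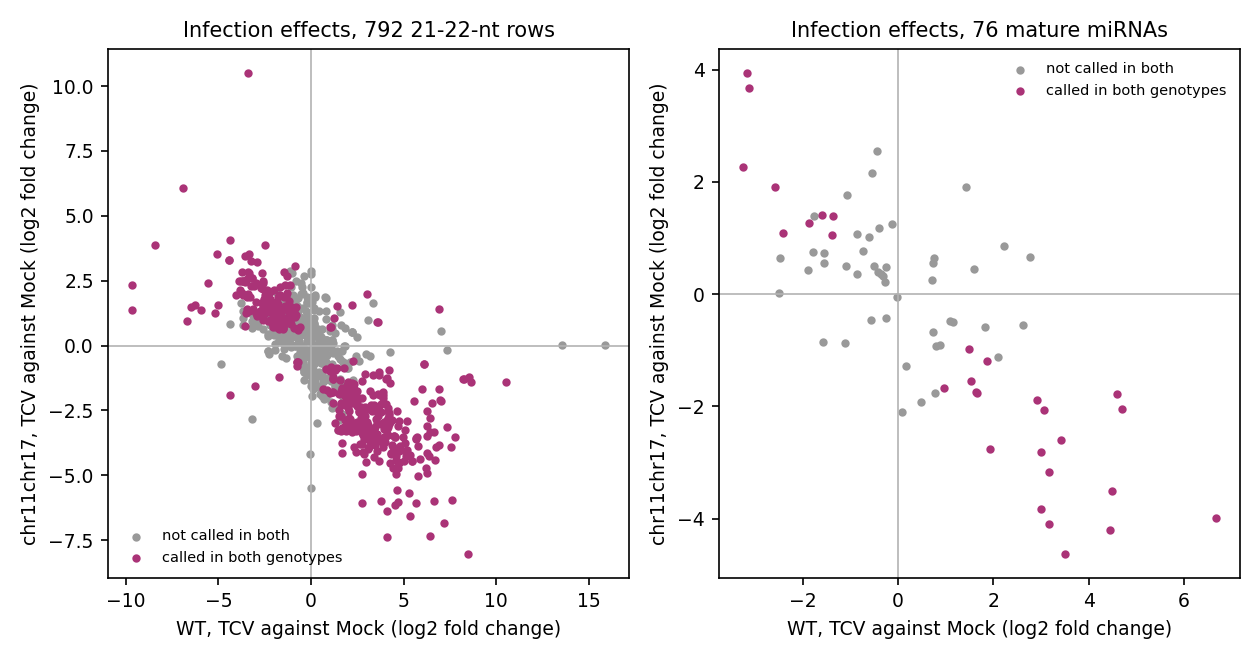
Infection effect (log2 fold change, TCV over mock) in chr11 chr17 against that in wild type, with 1 point per tested locus (left) or miRNA (right), coloured where called in both genotypes; the folds are fitted values, and 84 loci had a group at 0 counts. Points lie along a falling diagonal, with r of -0.76 over 792 loci and -0.79 over 76 miRNAs.

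The effect of genotype in mock plants asks how loss of the 2 remodellers changes small RNAs without virus. Of the 792 loci, 617 were called, 406 higher and 211 lower in chr11 chr17, and 571 of these had non-overlapping groups. The share of higher calls was 65.8% with TMM, 67.5% with DESeq2 size factors, 75.9% with the total count and 89.2% with the miRNA total, and was lowest, 56.3%, with the mock libraries alone. The median log2 fold change was 1.09 and moved by 0.095, 0.694 and 1.508 under those 3 scalings. The effect of genotype in TCV plants asks the same in the presence of virus. It gave 609 calls, 289 higher and 320 lower in chr11 chr17, and 569 had non-overlapping groups. The share of higher calls was 47.5%, 43.0%, 41.0% and 29.6% in the same order of scalings, and it was 85.3% without a filter on low counts, 56.0% with the filter of at least 10 counts in at least 3 samples, which 922 loci passed, and 52.4% with the TCV libraries alone. The median was -0.04 and moved by -0.265, -0.441 and -1.052. The 2 genotype effects correlated across loci with Pearson r of -0.29 (-0.43 to -0.14 under the other settings), and of 489 loci called in both treatments 380 changed in opposite directions and 109 in the same direction.

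The interaction asks whether the infection effect differed between genotypes. It was called at 626 of 792 loci, 285 with a more positive and 341 with a more negative infection effect in chr11 chr17. The share of more positive calls was 45.5% with TMM, 42.0% with DESeq2 size factors, 30.7% with the total count, 14.4% with the miRNA total, 26.9% with the full DESeq2 fit, 49.6% without a filter on low counts and 50.5% with the filter of at least 10 counts in at least 3 samples. The median interaction of -0.47 moved by -0.355, -1.124 and -2.482 under the 3 other scalings. Averaged over genotypes, the infection effect was called at 104 loci, 51 higher and 53 lower. Averaged over treatments, the genotype effect was called at 331 loci, 226 higher and 105 lower in chr11 chr17. Over the 179 protein-coding loci without an overlapping gene, the interaction was called at 158, the averaged genotype effect at 73 and the averaged infection effect at 11.

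The fixed list held the nitrate reductase genes NIA1 and NIA2 and the silencing gene AGO1. NIA2 (AT1G37130, a protein-coding gene on the plus strand of chromosome 1, 14158452 to 14161938, TAIR10.1) had a mean of 26.4 ± 7.20 CPM (SD, n = 3) in wild-type mock and 271 ± 49.7 CPM in wild-type TCV. It had 519 ± 60.0 CPM in chr11 chr17 mock and 52.2 ± 16.1 CPM in chr11 chr17 TCV. The infection effect on NIA2 was a log2 fold change of 3.32 in wild type (SE 0.39, edgeR adjusted p = 2.70e-10) and -3.30 in chr11 chr17 (SE 0.28, edgeR adjusted p = 2.08e-14). The genotype effect was 4.30 in mock plants (SE 0.36, edgeR adjusted p = 5.93e-15) and -2.33 in TCV plants (SE 0.30, edgeR adjusted p = 2.47e-09). The interaction was -6.62 (SE 0.48, edgeR adjusted p = 6.78e-18). Without the filter on low counts, the genotype effect in TCV plants was -1.40 and no longer called (edgeR adjusted p = 0.0522, against 2.47e-09). NIA1 (AT1G77760, chromosome 1, 29235721 to 29239484) held 0, 6, 14 and 10 counts over the libraries of wild-type mock, wild-type TCV, chr11 chr17 mock and chr11 chr17 TCV, and was not tested.

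AGO1 (AT1G48410, chromosome 1, 17885633 to 17892632) had 107 ± 18.1 CPM (SD, n = 3) in wild-type mock, 228 ± 65.3 in wild-type TCV, 415 ± 26.9 in chr11 chr17 mock and 230 ± 40.6 in chr11 chr17 TCV. Its infection effect was 1.06 in wild type (SE 0.32, edgeR adjusted p = 0.00281) and -0.82 in chr11 chr17 (SE 0.25, edgeR adjusted p = 0.00263). Its genotype effect was 1.94 in mock plants (SE 0.29, edgeR adjusted p = 7.79e-08) and 0.06 in TCV plants (SE 0.27, edgeR adjusted p = 0.839). The effect in TCV plants was negative under DESeq2 size factors (-0.20), the total count (-0.37), neither called, and the miRNA total (-1.02, called, edgeR adjusted p = 0.000828). Scaled on the protein-coding loci without an overlapping gene, it was 1.18 and called (edgeR adjusted p = 1.40e-06), and the infection effect of AGO1 was 0.06 in wild type, not called, and 0.45 in chr11 chr17, called (edgeR adjusted p = 0.0384). The interaction was -1.88 (SE 0.40, edgeR adjusted p = 3.63e-05), and 0.38 with scaling on those protein-coding loci. Without the filter on low counts, the interaction was -0.94 (edgeR adjusted p = 0.646) and the infection effects were 0.56 in wild type and -0.38 in chr11 chr17, none called. The call in wild type was lost without wild-type mock replicate 1 (0.78) or 2 (0.64), wild-type TCV replicate 1 (0.44) or 3 (0.64), chr11 chr17 mock replicate 1 (0.60) or chr11 chr17 TCV replicate 1 (0.61).

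Loci were ranked by the fitted fold change, which has no measured size over a group at 0 counts, so a locus can rank above another whose printed fold is larger. The loci ranked first were often at 0 counts in a whole group, and their folds are lower bounds against 3 counts over that group that cover counting error only. MIR398b (AT5G14545, chromosome 5, 4691022 to 4691137) had 0 counts in the wild-type mock libraries and 36453 ± 2056 CPM (SD, n = 3) in wild-type TCV, at least 5070-fold higher. It was at least 10510-fold higher in chr11 chr17 mock than in wild-type mock. AT5G14550, a protein-coding gene on the opposite strand that overlaps MIR398b, held 13399 counts in wild-type TCV against 13389 at MIR398b. MIR398c, which shares its mature sequence with MIR398b, held 15171, 14094 and 11952 counts in the wild-type mock libraries. The MIR398b share of the sum of MIR398b and MIR398c was 85.8% ± 0.323 (SD, n = 3) in wild-type TCV, 88.5% ± 0.388 in chr11 chr17 mock and 67.2% ± 0.246 in chr11 chr17 TCV. The sum of both was 98940 ± 7859 CPM in wild-type mock, 42462 ± 2339 in wild-type TCV, 80505 ± 15805 in chr11 chr17 mock and 108530 ± 20417 in chr11 chr17 TCV. Counts at MIR398b alone are therefore uncertain, as are those of the other miRNA genes named here that share a mature sequence.

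Besides MIR398b and AT5G14550, MIR170 (AT5G66045, chromosome 5, 26411580 to 26411672) was among the 3 loci with the largest fitted rise in infected wild type, at least 125.3-fold. The 3 largest fitted falls in infected wild type were at MIR166g (AT5G63715, chromosome 5, 25504798 to 25504919), at least 60.15-fold lower, AT1G63400 (chromosome 1, 23507178 to 23509484), at least 59.85-fold lower, and AT1G62590 (chromosome 1, 23176930 to 23179248), at least 24.94-fold lower. In infected chr11 chr17 the largest fitted rise was at MIR3932a (AT4G04825, chromosome 4, 2179000 to 2179122), at least 214.1-fold. The lncRNA locus AT1G08537 (chromosome 1, 23177935 to 23178261), which lies within AT1G62590, rose from 1 count to 148 in infected chr11 chr17, a ratio of 97.7 with a 95% exact counting interval of 17.3 to 3884. MIR5652 (AT1G08597, chromosome 1, 23412989 to 23413436) rose by a log2 fold change of 4.07 in infected chr11 chr17 (SE 0.47, edgeR adjusted p = 3.08e-09). The largest fitted falls in infected chr11 chr17 were at the snRNA locus U6-29 (AT5G46315, chromosome 5, 18787079 to 18787990), at least 54.54-fold lower, HSP93-III (AT3G48870, chromosome 3, 18122118 to 18126742), at least 34.85-fold lower, and AT2G42270 (chromosome 2, 17604076 to 17611333), at least 33.84-fold lower. Of the 21-mers of AT1G63400, AT1G62590, AT1G08537 and MIR5652, 29.4%, 11.8%, 20.2% and 49.5% occur once in the genome, so their counts are uncertain. The unique share was 99.9% for NIA2, 99.8% for AGO1, 91.1% for U6-29, 94.9% for HSP93-III and 94.0% for AT2G42270. HSP93-III, AT2G42270 and MIR5652 each overlap another annotated gene. MIR170, MIR166g and MIR3932a each share a mature sequence with another locus, so their folds are uncertain as well. The mature sequence that MIR166g shares was at 104820, 104750 and 134030 CPM in the wild-type mock libraries. In the wild-type TCV libraries it was at 135360, 79229 and 71159 CPM, so no fall of the size given for MIR166g was seen in it.

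In mock plants, the fitted genotype effect was largest at MIR398b, at AT5G14550 and at MIR166f (AT5G43603, chromosome 5, 17516301 to 17516405), which was at least 81.63-fold higher in chr11 chr17. The largest fitted falls in chr11 chr17 mock plants were at MIR3932a, at least 475.0-fold, at AT3G44570 and at MIR169d (AT1G53683, chromosome 1, 20039463 to 20039616), at least 23.78-fold. AT1G08537, with 30 counts against 1, had a ratio of 48.63 there, with a 95% exact counting interval of 8.09 to 1984, so its fall was not shown to be smaller than that of MIR169d. AT3G44570 (chromosome 3, 16158405 to 16159835) held 281 counts in wild-type mock and 1 in chr11 chr17 mock, a ratio of 455.5 with a 95% exact counting interval of 81.1 to 18060. Of the 21-mers of AT3G44570, 75.5% occur once in the genome, so some of its counts may be shared with copies. In TCV plants, AT1G63400 was at least 63.79-fold, AT1G62590 at least 36.55-fold and MIR169g (AT4G21595, chromosome 4, 11482879 to 11483257) at least 36.31-fold higher in chr11 chr17. MIR169d, U6-29 and MIR447b (AT4G03455, chromosome 4, 1535426 to 1535661) were at least 74.41-fold, 73.48-fold and 56.74-fold lower in chr11 chr17 TCV plants. By the fitted interaction, the loci named were MIR3932a, AT1G08537, AT1G62590, U6-29, MIR398b and AT5G65950, each with a group at 0 counts, so their order and size against other loci are not determined. AT5G65950 (chromosome 5, 26380123 to 26385335) was at 0 counts in wild-type mock and in chr11 chr17 TCV, and held 32 counts in wild-type TCV and 48 in chr11 chr17 mock. MIR169d and MIR169g differed between genotypes in both treatments without a called interaction, each with an edgeR adjusted p of 0.9997. MIR166f, MIR3932a, MIR169d, MIR169g and MIR447b each share a mature sequence with another locus, so their folds are uncertain.

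Among mature miRNAs, infection in wild type gave 46 calls of 76, 28 higher and 18 lower, of which 43 had non-overlapping groups. Infection in chr11 chr17 gave 43 calls, 17 higher and 26 lower. The genotype effect gave 52 calls in mock plants, 34 higher and 18 lower in chr11 chr17, and 52 in TCV plants, 25 higher and 27 lower. The interaction was called for 58 miRNAs, 24 more positive and 34 more negative. The averaged infection effect was called for 11 miRNAs and the averaged genotype effect for 38. The 2 infection effects correlated across miRNAs with Pearson r of -0.79 and Spearman rho of -0.77, and over all 196 miRNAs with a count r was -0.51 without a filter and -0.59 with DESeq2. Of 29 miRNAs called in both genotypes, 29 changed in opposite directions and 0 in the same direction, where independent lists would share 13.6 and 12.4. The number of calls for infection in wild type moved most without chr11 chr17 TCV replicate 1, to 54, and without the filter on low counts, to 39.

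The share of higher miRNA calls depended on the scaling and the filter. For infection in wild type it was 60.9% with TMM, 48.0% with DESeq2 size factors, 84.0% with the miRNA total and 69.6% with the 21-22-nt total. For infection in chr11 chr17 it was 39.5%, 53.1%, 15.9% and 34.2% in the same order. It was 65.4%, 51.8%, 88.2% and 68.6% for genotype in mock plants, and 48.1%, 50.9%, 34.5% and 45.1% for genotype in TCV plants. For the interaction it was 41.4%, 53.6%, 14.0% and 37.7%. Without a filter on low counts these shares were 46.2%, 47.8%, 57.4%, 54.2% and 55.2% for the 5 comparisons in the order above. The medians over all miRNAs moved by between -0.351 and 1.023 for infection in wild type, between -0.708 and 0.335 for infection in chr11 chr17, and between -1.707 and 0.738 for the interaction.

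miR825 (TTCTCAAGAAGGTGCATGAAC, chromosome 2, 11159774 to 11159794) rose in infected wild type from 95 ± 5.81 to 9906 ± 3841 CPM (SD, n = 3) and fell in infected chr11 chr17 from 2656 ± 51.3 to 164 ± 12.9 CPM. Its log2 fold change on infection was 6.67 in wild type (SE 0.51, edgeR adjusted p = 4.97e-24), and its interaction was -10.67 (SE 0.66, edgeR adjusted p = 5.97e-31). miR827 (TTAGATGACCATCAACAAACT, chromosome 3, 22122811 to 22122831) rose by 4.70 in infected wild type, while miR159c (TTTGGATTGAAGGGAGCTCCT, chromosome 2, 18994826 to 18994846) changed by -3.25 and miR3932b-5p (TTTGACGTGCTCGATCTGCTC, chromosome 4, 7890695 to 7890715) by -3.16. In infected chr11 chr17, miR3932b-5p changed by 3.93, miR822-5p (TGCGGGAAGCATTTGCACATG, chromosome 5, 897287 to 897307) by 3.67, miR160a-3p (GCGTATGAGGAGCCATGCATA, chromosome 2, 16340342 to 16340362) by -4.63 and miR396b-3p (GCTCAAGAAAGCTGTGGGAAA, chromosome 5, 13611904 to 13611924) by -4.20. miR826a (TAGTCCGGTTTTGGATACGTG, chromosome 4, 1340528 to 1340548) held 1 count in wild-type mock and 525 in chr11 chr17 mock, a ratio of 460.3 with a 95% exact counting interval of 82.3 to 18210. In TCV plants its genotype effect was 6.27 (SE 0.62, edgeR adjusted p = 3.47e-13), and its interaction was not called (edgeR adjusted p = 0.154). miR845a (CGGCTCTGATACCAATTGATG, chromosome 4, 12217457 to 12217477) was higher by 5.47, and miR861-3p (GATGGATATGTCTTCAAGGAC, chromosome 3, 17838154 to 17838174) changed by -4.88, in chr11 chr17 against wild type in TCV plants.

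The rows of miR168, miR162 and miR403 had been fixed in advance, since miR168, miR162 and miR403 target transcripts of AGO1, DCL1 and AGO2. The 3p arm of miR168a (CCCGCCTTGCATCAACTGAAT) changed by 3.18 on infection in wild type (SE 0.40, edgeR adjusted p = 8.04e-12) and by -3.17 in chr11 chr17 (SE 0.38, edgeR adjusted p = 1.74e-12). miR403-5p (TGTTTTGTGCTTGAATCTAATT) changed by 3.06 and -2.06 and miR168b-3p (CCCGTCTTGTATCAACTGAAT) by 2.91 and -1.88. The 5p sequence shared by miR168a and miR168b (TCGCTTGGTGCAGGTCGGGAA) changed by 0.17 in wild type, which was not called (edgeR adjusted p = 0.682), was -0.21 with DESeq2 size factors and was 1.19, called, with the miRNA total. In chr11 chr17 it changed by -1.29 (SE 0.37, edgeR adjusted p = 0.00170). miR403-3p (TTAGATTCACGCACAAACTCG) changed by 0.79 and -0.92, the first not called (edgeR adjusted p = 0.0514). The first was called with the miRNA total (1.69), the 21-22-nt total (0.91) and the filter of at least 10 counts in at least 3 samples (0.82). The second lost its call with DESeq2 size factors (-0.61), without a filter (-0.81), with DESeq2 (-0.68) and with the chr11 chr17 libraries alone (-0.86). The 3p sequence shared by miR162a and miR162b (TCGATAAACCTCTGCATCCAG) was lower in chr11 chr17 by -1.49 in mock plants and -2.91 in TCV plants, and the mock value lost its call with the miRNA total as library size (-0.40). Its infection effects were 0.75 in wild type, called, and -0.67 in chr11 chr17, not called (edgeR adjusted p = 0.0633). The call in wild type was lost with DESeq2 size factors (0.32), without the filter on low counts (0.42), with DESeq2 (0.34) and with the wild-type libraries alone (0.13). The shared 5p sequence of miR162 (TGGAGGCAGCGGTTCATCGATC) changed by -1.11 and -0.87 on infection, neither called. The first was called with DESeq2 size factors (-1.44), without a filter (-1.57), with DESeq2 (-1.45) and with the wild-type libraries alone (-1.70), and the second with the miRNA total (-1.64).

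The composition of the libraries was compared with exact permutation tests, two-sided on the log2 scale, whose smallest possible p is 0.1 for 3 against 3 libraries and 0.005 when genotype is permuted within treatment. The family held 24 pairwise and 18 stratified tests. No pairwise test could pass 0.05, so the stratified tests are given. The organellar share of 21-22-nt counts was 3.26% ± 0.0600 (SD, n = 3) in wild-type mock, 1.70% ± 0.169 in wild-type TCV, 1.22% ± 0.109 in chr11 chr17 mock and 2.83% ± 0.310 in chr11 chr17 TCV. Its interaction was 2.15 on the log2 scale (exact permutation p = 0.005, adjusted p = 0.018). The 10 loci with most counts took 73.2% ± 2.45, 57.8% ± 2.84, 57.9% ± 0.265 and 61.6% ± 1.65 in the same order of groups, with an interaction of 0.43 (exact permutation p = 0.01, adjusted p = 0.03). The ratio of the 21-22-nt total to the miRNA total was 3.31 ± 0.0928, 5.67 ± 1.02, 5.87 ± 0.0732 and 3.59 ± 0.0844, with an interaction of -1.47 (exact permutation p = 0.005, adjusted p = 0.018). The 8 TAS loci together held 3.43% ± 1.04, 2.27% ± 0.177, 2.25% ± 0.165 and 2.95% ± 1.13, with an interaction of 0.86 that did not pass (exact permutation p = 0.09, adjusted p = 0.231). Without wild-type mock replicate 3 or chr11 chr17 TCV replicate 1, the TAS interaction was 1.14 and 1.19 and passed 0.05 (exact permutation p = 0.045 and 0.015). Averaged genotype and infection effects of these 4 measures had an exact permutation p of at least 0.11. With the total restricted to counts outside TAS loci, organellar loci and miRNA loci, the interaction was 2.43 for the organellar share and -1.76 for the ratio. It was then 0.29 for the 10 loci with most counts and 1.15 for the TAS share, which did not pass (exact permutation p = 0.055).

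Protein-coding loci without an overlapping gene, and pseudogenes, were added as measures after the data were seen. The protein-coding share was 6.14% ± 0.136 (SD, n = 3) in wild-type mock, 11.3% ± 0.212 in wild-type TCV, 11.4% ± 0.216 in chr11 chr17 mock and 7.67% ± 0.171 in chr11 chr17 TCV. Its interaction was -1.45 (exact permutation p = 0.005, adjusted p = 0.018). The pseudogene share was 0.685% ± 0.133, 0.852% ± 0.0824, 1.61% ± 0.280 and 2.95% ± 0.270 in the same order. The averaged genotype effect on the pseudogene share was 1.52 on the log2 scale, 2.86-fold (exact permutation p = 0.005, adjusted p = 0.018), and each chr11 chr17 library lay above each wild-type library. The averaged infection effect was 0.61 (exact permutation p = 0.005, adjusted p = 0.018). Over pseudogenes with at least 95% unique 21-mers, the share did not rise on infection in wild type (0.168% in mock and 0.154% in TCV). In chr11 chr17 it rose from 0.377% to 0.629%, so the rise in wild type was not seen over unique pseudogenes.

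**Figure D3:**
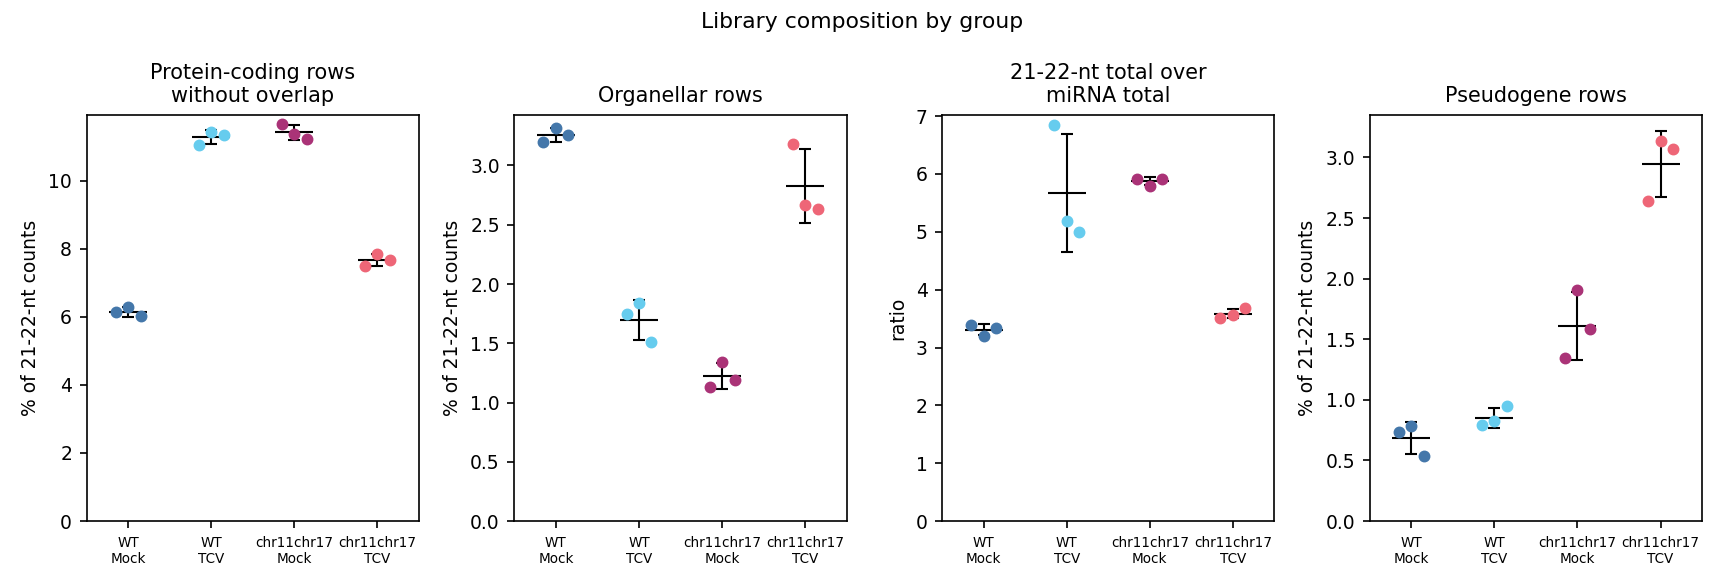
Share of 21-22-nt counts at organellar loci, protein-coding loci without an overlapping gene and pseudogenes, and the ratio of the 21-22-nt total to the miRNA total, per library (points) with group means and SD (bars), n = 3 per group. The protein-coding share is 6.14% and 7.67% in wild-type mock and chr11 chr17 TCV and 11.3% and 11.4% in the other groups.

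The design also asked whether loci with more small RNAs on infection, averaged over genotypes, were induced differently in chr11 chr17. There were 51 such loci, with a median averaged infection effect of 1.40. Their median interaction was -3.58, and -3.03 with groups at 0 counts set to the floor, which concerned 15 of the loci. A permutation of genotype within treatment, exact and two-sided, of the mean log2 CPM over the 51 loci gave p = 0.005, the smallest it can give. Of these loci, 39 were called for the interaction. With the miRNA total as library size the list held 92 loci and the median was -4.42. Without the filter on low counts it held 17 loci with a median of -5.48 and an exact permutation p of 0.1. Leaving out wild-type mock replicate 1, wild-type TCV replicate 2 or chr11 chr17 TCV replicate 1 gave medians of -1.72, -2.64 and -2.10 with exact permutation p of 0.09, 0.06 and 0.1.

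Detection of loci depends on depth, so the libraries were thinned at random to 50834 counts each. At that depth, 2173 ± 95.2 loci (SD, n = 3) had a count in wild-type mock, 4545 ± 41.0 in wild-type TCV, 5127 ± 187 in chr11 chr17 mock and 3750 ± 158 in chr11 chr17 TCV. The interaction was -1.52 on the log2 scale (exact permutation p = 0.005). The averaged genotype and infection effects gave exact permutation p of 0.1 and 0.145. These tests were added after the data were seen.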

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

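The interaction tests of loci, of miRNAs and of the infection-induced loci were fixed before the data were examined. Interaction tests of the shares, of the ratio of totals and of the number of loci detected at equal depth were not. The shares of TAS loci, organellar loci and the 10 loci with most counts, and the ratio, were fixed with pairwise and averaged tests only. The protein-coding share and the number of loci detected at equal depth were added as measures later. The tests of explanations in this part, and the counts over other splits of the samples, were chosen only after the result was seen.

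A difference in the infection effect between the 2 genotypes was found at 626 of 792 loci and for 58 of 76 miRNAs (edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). When treatment was reassigned within genotype in 100 of the 200 possible splits, 1 of 100, the real one, gave as many calls in each table, and the highest of the others drawn gave 290 loci and 28 miRNAs, so chance can be excluded. An exchange of genotype within 1 whole treatment, which is not one of these splits, gives the averaged genotype effect, called at 331 loci and for 38 miRNAs. For each of the 4 comparisons of 3 against 3 libraries in both tables, 1 of 10 splits, the real one, gave as many calls and the highest other split gave 0. With 10 splits chance cannot be excluded for those comparisons. The infection effects ran in opposite directions, with r of -0.7623 across 792 loci and -0.7927 across 76 miRNAs.

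Several technical explanations for the opposite infection effects were argued against. A shift from scaling would give opposite calls in 1 direction alone, but the loci called lower in infected wild type and higher in infected chr11 chr17 numbered at least 34 over 4 scalings, where independent lists would share 5.3 under that scaling. Depth was equalised by thinning each library to 50834 counts, and r was -0.7226 over 218 loci, with 120 opposite and 7 same calls. Over 425 loci with at least 95% unique 21-mers, r was -0.8142 (95% bootstrap interval -0.8662 to -0.7451), against reads shared between copies as the whole cause. Over protein-coding loci without an overlapping gene r was -0.8564, against overlapping genes. After trends with GC content and locus length were removed, r was -0.7277 (95% bootstrap interval -0.7782 to -0.6736), with values for 94.4% of the tested loci. Both bootstrap intervals resample loci, which are not independent, and do not cover the spread between libraries.

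An exchange of the mock and TCV labels in 1 genotype, the treatments of the 3 libraries together, is consistent with the r of -0.7623 and -0.7927 and with the libraries, since the groups that differ in both genotype and treatment resembled each other more than groups that share either. Such an exchange turns the interaction, called at 626 loci, into an averaged infection effect, and turns the averaged infection effect, called at 104 loci, into an interaction. It was found from the same data and remains a hypothesis, and these values do not tell which genotype it would concern. An exchange of the genotype labels in 1 treatment cannot be told apart from it: 331 loci were called for genotype averaged over treatments, but that exchange would make these an interaction, and no value here bounds their number. The pseudogene share was higher in each chr11 chr17 library than in each wild-type library, and 94 loci (36 after thinning) had counts in all 6 chr11 chr17 libraries and no wild-type library, against 3 (2 after thinning) for the reverse. These go with the genotype labels as given, but after such an exchange they would be crossed loci, which it does not forbid. Averaged over genotypes, infection raised the pseudogene share by 0.61 on the log2 scale, which goes with the treatment labels as given. An exchange of treatment labels would make that rise an interaction, which it does not forbid. In wild type the rise was not seen over pseudogenes with at least 95% unique 21-mers (0.168% in mock, 0.154% in TCV). A batch that held wild-type mock with chr11 chr17 TCV, and wild-type TCV with chr11 chr17 mock, cannot be told apart from the groups, and the labels give no batch. The biological explanation, that loss of CHR11 and CHR17 reverses the response to TCV, stays open and untested. The values of each comparison are therefore reported by the labels as given.

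Among the loci named, the infection effect differed between genotypes at 18, all values being from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment. For loci with a group at 0 counts, the fitted interaction is no bound and its adjusted p is given. The edgeR adjusted p was 1.23e-28 for MIR398b, 9.37e-17 for MIR170, 4.99e-16 for MIR166g, 6.54e-19 for AT1G63400, 1.41e-16 for AT1G62590 and 7.70e-20 for MIR3932a. The edgeR adjusted p was 2.86e-13 for AT1G08537, 8.16e-18 for U6-29, 1.23e-14 for HSP93-III, 3.96e-12 for AT2G42270, 6.70e-15 for MIR166f, 0.00216 for MIR447b and 4.94e-12 for AT5G65950. The interaction on the log2 scale was -13.55 for AT5G14550, which rests on 1 count in wild-type mock and overlaps MIR398b. It was 8.47 for MIR5652, 3.91 for AT3G44570, which rests on 1 count in chr11 chr17 mock, -1.88 for AGO1 and -6.62 for NIA2. The AGO1 interaction was no longer called without the filter on low counts (-0.94, edgeR adjusted p = 0.646) or when scaled on protein-coding loci without overlap (0.38). NIA2, AGO1 and AT5G65950 had at least 99.8% unique 21-mers, so reads shared with copies are no more than a small part of these counts. For the named loci the explanations are those weighed above for all loci together. The r of -0.8142 covers only loci with at least 95% unique 21-mers. It says nothing about shared reads at named loci below that share, such as MIR398b (57.3%), MIR3932a (51.5%), AT1G63400 (29.4%) and AT3G44570 (75.5%).

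For 15 of the miRNAs named the infection effect differed between genotypes by the same test. The interaction was -10.67 for miR825, -6.75 for miR827, 5.52 for miR159c, 7.09 for miR3932b-5p, 6.79 for miR822-5p and -8.13 for miR160a-3p, of which the last rests on 3 counts in wild-type mock. It was -8.65 for miR396b-3p, 2.72 for miR845a, -8.00 for miR861-3p, -6.35 for miR168a-3p and -4.79 for miR168b-3p. It was -1.42 for miR162a-3p/miR162b-3p, -1.46 for miR168a-5p/miR168b-5p, -5.13 for miR403-5p and -1.71 for miR403-3p. The miR162-3p, miR168-5p and miR403-3p interactions were no longer called with DESeq2 size factors or without the filter on low counts. Several of these are passenger arms, the strand that is usually degraded. A test of a general change in the passenger-arm share gave an exact permutation p of 0.1, but it decides nothing. It took the arm with the lower mean over the 4 groups as the passenger arm, so miR160a-3p, a passenger arm, was taken as a guide. Whether passenger arms changed in general therefore stays open.

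Several measures of library composition differed in the same crossed way, but not all. The interaction on the log2 scale was 2.15 for the organellar share, -1.47 for the ratio of the 21-22-nt total to the miRNA total and -1.45 for the protein-coding share. It was 0.43 for the share of the 10 loci with most counts, where wild-type mock alone stood apart. That share was 73.2% in wild-type mock, 57.8% in wild-type TCV, 57.9% in chr11 chr17 mock and 61.6% in chr11 chr17 TCV, which is no clear crossing. The share of all pseudogenes instead rose on infection by 0.33 in wild type and 0.88 in chr11 chr17. Its interaction was 0.55 (exact permutation p = 0.6), a test with little power where the averaged genotype effect is large. The TAS interaction of 0.86 did not pass (exact permutation p = 0.09). Breakdown of RNA was assumed to move the shares of protein-coding and organellar loci the same way, which was not measured. The interactions of these shares, -1.45 and 2.15, had opposite signs, each with an exact permutation p of 0.005, the smallest possible. They argue against breakdown under that assumption only. For the number of loci detected, a difference in depth was argued against by the thinned libraries, in which its interaction was -1.52 (exact permutation p of 0.005). The shares and the ratio were not recomputed after thinning, so that test does not address them. For the 51 infection-induced loci the median interaction was -3.58. The list was chosen on the averaged infection effect, so an exchange of treatment labels in 1 genotype, for which the r of -0.7623 was given, may have made it a list chosen on the interaction. The biological explanation stays open for these measures too.

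MIR398b had 0 counts in 1 group while its copy MIR398c held 15171, 14094 and 11952 in the libraries of that group. Placement of reads of identical mature sequences at a single copy is a candidate explanation. Of 125 miRNA loci with at least 50 counts, 53 share a mature sequence with another locus and 12 of these were at 0 in a group, against 1 of 72 loci with a mature sequence of their own (odds ratio 20.78, Fisher's exact p = 0.000131). A locus was scored as at 0 only where another group held at least 50 counts. Copies of 1 family are not independent and MIR398b is itself among the 12, so this p is likely too small. The 12 loci included MIR170, MIR166f, MIR166g, MIR3932a, MIR447b, MIR169d and MIR169g, so the same candidate explanation applies to them. The share placed at MIR398b varied by an SD of at most 0.388 percentage points within a group, so the placement differed by group and not by library. This is consistent with a step of the read processing applied group by group, which was not tested. A biological change at MIR398b alone stays open, but the mature miR398 sequence was present at 354460 ± 184300 CPM (SD, n = 3) in wild-type mock and 116900 ± 35306 in wild-type TCV.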

How the results depend on the processing

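The alternatives in this part were chosen before the data were examined, except the fits to protein-coding loci without an overlapping gene and all alternatives for the protein-coding and pseudogene shares, which were chosen only after the result was seen.

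Of the counts of called loci and miRNAs, 99 under other settings and all 120 with 1 library left out stayed within 1.5 times the reported count, and 9 did not. Fitting the groups compared alone gave 309 calls of 367 loci tested for infection in wild type and 340 of 446 for genotype in TCV plants, where fewer loci passed the filter. Without a filter on low counts there were 1562 calls for genotype in TCV plants (1333 higher and 229 lower, against 289 and 320) and 1138 for the interaction (564 and 574), of 25041 loci tested, and the cause was not tested beyond that larger number. Of these, 437 and 513 were loci called with the filter. The fits to 179 protein-coding loci without an overlapping gene tested fewer loci and gave 138 calls for infection in wild type, 156 for infection in chr11 chr17, 144 for genotype in mock plants, 149 for genotype in TCV plants and 158 for the interaction. With 1 library left out, the calls ranged from 518 to 692 for infection in wild type, 563 to 807 for infection in chr11 chr17, 566 to 782 for genotype in mock plants, 591 to 815 for genotype in TCV plants and 624 to 815 for the interaction. The miRNA calls then ranged from 45 to 54, 36 to 48, 49 to 58, 50 to 55 and 53 to 58 in the same order. Each group kept at least 2 libraries.

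The replicate numbers were not used to pair the libraries. The 18 correlations of deviations between same-numbered libraries lay between -0.062 and 0.165 for loci, 2 of them above 0.1, and between -0.354 and 0.27 for miRNAs, 5 of them above 0.1. Both values above 0.1 for loci came from wild-type mock with chr11 chr17 TCV (0.069, 0.165 and 0.102 for replicates 1 to 3), and this pair was positive for miRNAs as well (0.081, 0.221 and 0.138). The other crossed pair, wild-type TCV with chr11 chr17 mock, gave -0.022, 0.018 and -0.016 for loci and -0.114, -0.354 and 0.217 for miRNAs. These values neither show nor exclude a batch that joins the crossed groups. With the replicate number as a block, the calls were 541, 590, 613, 602 and 624 for the 5 comparisons of loci, 45, 42, 50, 52 and 58 for miRNAs, and the median interaction of the induced loci was -2.85. The averaged share effects, permuted within replicate number with a smallest possible p of 0.03125, stayed on the same side of 0.05.

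For the 51 infection-induced loci, 6 of 7 other settings stayed past 0.05 with a negative median. Without a filter on low counts the median was -5.48 over 17 loci with an exact permutation p of 0.1, and the cause was not tested beyond the shorter list. With 1 library left out, the median ranged from -4.01 to -1.72. It was no longer past 0.05 without wild-type mock replicate 1 (-1.72), wild-type TCV replicate 2 (-2.64) or chr11 chr17 TCV replicate 1 (-2.10).

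Of the shares and the ratio, 36 results under other settings and 211 of 216 with 1 library left out kept their direction and side of 0.05. The averaged genotype effect on the TAS share ranged from -0.27 to 0.03 and the averaged infection effect from -0.26 to 0.04, both reversed without chr11 chr17 TCV replicate 1 (0.0336 and 0.0445). The TAS interaction ranged from 0.60 to 1.19 and passed 0.05 without wild-type mock replicate 3 (1.14) or chr11 chr17 TCV replicate 1 (1.19). The averaged infection effect on the ratio of totals ranged from -0.046 to 0.068 and was reversed without wild-type TCV replicate 1 (-0.0457). None of these effects passed 0.05 with all 12 libraries, and the cause was not tested.

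Of 95 results for 37 named loci and miRNAs, 73 kept their direction and their call in each alternative in which they were tested. Alternatives in which a locus or miRNA failed the filter or had no adjusted p were left out. The minimum log2 fold change was not applied to them. The other results belong to AGO1, NIA2, miR162, miR168-5p and miR403-3p. On the log2 scale, AGO1 reversed in TCV plants (reported as 0.06) to -0.20 with DESeq2 size factors, -0.37 with the total count, -1.02 with the miRNA total (the only one of these called, edgeR adjusted p = 0.000828), -0.23 with the filter of at least 10 counts in at least 3 samples and -0.12 with DESeq2. Scaled on protein-coding loci without overlap, it was 1.18 there and called (edgeR adjusted p = 1.40e-06), and AGO1 reversed to 0.45 for infection in chr11 chr17 (called, edgeR adjusted p = 0.0384) and to 0.38 for the interaction. The shared 5p sequence of miR168 reversed for infection in wild type (reported as 0.17) to -0.21 with DESeq2 size factors, -0.21 without a filter, -0.19 with DESeq2 and -0.42 with the groups compared alone, none called, while with the miRNA total it was 1.19 and called (edgeR adjusted p = 0.00331). The shared 5p sequence of miR162 reversed its interaction (reported as 0.24) to -1.48 with the total count and -0.033 with the 21-22-nt total. The cause was not tested. With 1 library left out, that interaction ranged from -0.28 to 0.74, reversed without wild-type mock replicate 2 (-0.28), wild-type TCV replicate 3 (-0.16) or chr11 chr17 TCV replicate 3 (-0.02).

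Other settings changed further calls without a change of sign. The infection call of miR162-3p in chr11 chr17 was gained with the miRNA total (-1.38), the 21-22-nt total (-0.66) and the groups compared alone (-0.64), and its call in mock plants was lost with the miRNA total (-0.40). The call of miR162-5p in mock plants was lost with the miRNA total (-1.05). The call of miR168-5p in mock plants was lost with DESeq2 size factors (0.43), without a filter (0.67) and with DESeq2 (0.49), and that in TCV plants was gained with the miRNA total (-1.11). The call of miR403-3p in mock plants was gained with the miRNA total (1.65) and the 21-22-nt total (0.82), and that in TCV plants was lost without a filter (-0.89).

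Leaving out 1 library changed further calls of the named results, none with a reversed sign. Chr11 chr17 TCV replicate 1 decided AGO1 in chr11 chr17 infection (-0.43, lost) and in TCV plants (0.70, gained), miR162-5p infection in wild type (-1.14, gained, also gained without wild-type TCV replicate 1 at -1.51), and miR403-3p in TCV plants (-0.79, lost, also lost without wild-type TCV replicate 1 at -0.65). The infection call of miR162-3p in wild type was lost without wild-type mock replicate 1 (0.69) or 2 (0.79), wild-type TCV replicate 1 (0.42) or chr11 chr17 mock replicate 3 (0.73). In chr11 chr17 it was gained without wild-type mock replicate 1 or 3 (both -0.66). The infection call of miR403-3p in wild type was gained without wild-type mock replicate 2 (1.09) or 3 (0.99), wild-type TCV replicate 2 (0.88) or 3 (1.05), or chr11 chr17 TCV replicate 1 (0.77) or 2 (0.96). In chr11 chr17 it was lost without chr11 chr17 mock replicate 1 (-0.75) or 3 (-0.83), or chr11 chr17 TCV replicate 1 (-0.58) or 3 (-0.86). The genotype call of miR168-5p in mock plants was lost without wild-type mock replicate 1 (0.62) or 2 (0.79), chr11 chr17 mock replicate 1 (0.88) or chr11 chr17 TCV replicate 2 (0.81). In TCV plants it was gained without wild-type mock replicate 1 or 3 (both -0.83).

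Depth limits the loci that could be tested, since 792 of 38194 loci passed the filter. In the simulation for infection in wild type, 40.3% of 2-fold changes were called, so smaller changes may go largely undetected at this depth. The alternative of another pseudocount was not run, since the values are counts.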

Other observations

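The tests of reads shared between copies for the pseudogene share, and of depth for loci seen in 1 genotype alone, were chosen before their results were seen, and the remaining counts in this part only after.

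The pseudogene share was higher in chr11 chr17 in both treatments. Reads shared between copies were weighed over the 1157 pseudogenes with at least 95% unique 21-mers, of which 746 were detected. Their share was 0.168% ± 0.0349 (SD, n = 3) in wild-type mock, 0.154% ± 0.0160 in wild-type TCV, 0.377% ± 0.0601 in chr11 chr17 mock and 0.629% ± 0.0610 in chr11 chr17 TCV. The averaged genotype effect was 1.60 on the log2 scale, 3.03-fold (exact permutation p = 0.005, the smallest possible). The highest wild-type library was at 0.205% and the lowest chr11 chr17 library at 0.325%. This argues against reads shared with other copies as the whole cause. Over the 1075 of these without an overlapping gene the effect was 1.63. A variant of the mutant's background against the reference, and a batch that followed genotype, were not tested, and a higher output of small RNAs from pseudogenes in the mutant stays an untested hypothesis.

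In the full libraries, 94 loci had counts in each of the 6 chr11 chr17 libraries and in none of the 6 wild-type libraries, 48 of them pseudogenes. The reverse held for 3 loci. The chr11 chr17 libraries were deeper on average, so the count was repeated after thinning to 50834 counts each. There were then 36 such loci, 20 of them pseudogenes, against 2 of the reverse kind, which argues against depth as the whole cause. Counts in each TCV library and in no mock library were found at 2 loci, and the reverse at 1 locus. Counts in each wild-type TCV and chr11 chr17 mock library and in no other were found at 33 loci, and at 87 after thinning. The opposite crossing was found at 8 loci, and at 2 after thinning. So loci seen in 1 genotype alone go with the genotype labels as given, while loci seen in 1 treatment alone were few. An exchange of genotype labels in 1 treatment is not excluded, since it would make the 36 loci crossed loci and the crossed loci genotype loci. An exchange of treatment labels in 1 genotype is consistent with the 36 loci here and with the crossed loci, but a mutant effect on the response to TCV would give crossed loci as well.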
